A study of Homo sapiens with 8 samples.

How the data were processed

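A dropout screen in A375 cells, an established human melanoma line, was analysed. The cells were a clonal line carrying RfxCas13d, an RNA-cutting CRISPR nuclease, under a doxycycline-inducible promoter, and a lentiviral pool of guide RNAs. Per the labels, 8 libraries were made by 2-step PCR of the guide cassette from genomic DNA: 2 replicates each of untreated cells at Day 0 and of cells at Day 7, 14 and 21 under 1 ug/ml doxycycline. A guide whose carrier cells grew less than the rest of the pool became rarer over time. Groups and replicate numbers were taken from the labels.

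The values were deposited as a single table of log2 fold changes, with a value for each guide, day and replicate, per the file headers. Day 0 had no column of its own and entered as the reference. The read counter, any pseudocount, the library scaling and any filter were not stated. The deposited table also gave a GeCKO gene score for part of the genes, a column named after a Cas9 knockout library, and how that score was made was not stated. Its other columns gave the targeted splice junction, the gene, the guide type and a junction category. The criterion behind the type and the definitions of the categories were not stated, so the type may have been set on these same fold changes. The genome build was not stated either. Of the 1250 gene symbols, 1224 matched the RefSeq gene table of assembly GRCh38.p14, and 6528 of the 6531 junctions of those genes (99.95%) lay inside the span of the gene of the same symbol. Junction coordinates are printed as the deposited table lists them.

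Read depth was not stated. The values themselves had a whole-number structure: in each of the 6 libraries, 100% of the fold changes equalled a constant of that library plus log2 of a ratio of whole numbers with a denominator of at most 2000. With the constant moved, at most 0.00427% of the values in any library did so. Denominators were shared by the 3 days of a replicate, which ties each value to the Day 0 library of the same replicate. The smallest Day 0 number that fits all 3 days of a guide is called its implied Day 0 number. It is a lower bound, since a factor common to all ratios drops out, and a pseudocount would be part of it. Its median over guides was 92 in replicate 1 and 125 in replicate 2. These numbers were used for a filter, for the choice of named guides, for a calculation of counting error, for an adjustment to Day 0 abundance and to find guides at the lowest possible ratio. That counting error leaves out the variation that PCR adds, as the labels name no molecular identifiers.

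Because the table held fold changes and no read counts, the count-based tests planned before the data were examined could not be run, and limma 3.58.1 in R 4.3.3 was used on the log2 values. At each day, the mean of the 2 replicate fold changes was tested against 0 with empirical Bayes moderation, and a guide was called at a Benjamini-Hochberg adjusted p under 0.05. At gene level, the mean over the guides of a gene was tested in the same way for the 1223 genes with at least 3 guides. The plan had all days sharing a common estimate of the spread. This was changed after tests on simulated data and before any number of calls from the real values had been seen. In 46829 simulated guides with 200 planted changes, the shared fit gave an unadjusted p under 0.05 to 14.7% of unchanged guides at Day 21, against 5.07% when Day 21 was fitted alone. In 1223 simulated genes the shares were 13.5% and 5.28%. After adjustment the shared fit was not worse in every respect: at guide level it recovered 135 of 200 with 22 false calls (14.0% of its calls), and at gene level 170 of 200 with 24 false calls (12.4%). The simulation itself was revised a single time, when the draw of each item's spread was replaced by a draw with the prior degrees of freedom that limma estimated from the real values. The fit of a single day assumes this same model, so its 5.07% and 5.28% were largely built in. They cannot show how that fit behaves on the real values. Among the real non-targeting guides, 4.15% had an unadjusted limma p under 0.05 at Day 21. In the final version the fit of Day 21 alone recovered 160 of the 200 planted guides and made 35 false calls, 17.9% of its calls. At gene level it recovered 143 of 200 and made 13 false calls, 8.33% of its calls. The shared fit is reported as an alternative.

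The pairing of libraries comes from the replicate numbers in the labels, and the deposited fold changes already subtract the Day 0 library of the same replicate. A fit of all days with the replicate number as a covariate was run as the block alternative. In the simulations it gave an unadjusted p under 0.05 to 28.4% of unchanged guides and 23.3% of unchanged genes.

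Guide classes were compared through the median fold change per library. The classes are paired within a library, and an exact two-sided sign-flip test of 2 differences cannot go below 0.5. No p-value is therefore given for class medians. Junction categories were compared within genes by a two-sided sign-flip permutation test over genes with 100000 resamples. The relation of gene means to the GeCKO gene score was given as Pearson's r and Spearman's rho with permutation p-values from 100000 resamples. Errors are the SD over the 2 replicates unless an SE is named. The SE of a named gene is limma's moderated SE, which is pulled toward the spread of other genes. It therefore does not follow from the SD printed beside it. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

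Genes were named by a rule set before the data were examined: the 5 lowest and 3 highest Day 21 fold changes among called genes with at least 5 guides and the same direction in both replicates. For each of the 3 lowest genes, the guide with the lowest fold change was named among called guides with at least 100 counts at Day 0 in both replicates, for which the implied Day 0 number was used. A gene that met this rule is not reported here.

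Alternatives planned before the data were examined and run here were the shared fit of all days, the replicate block, centring on the non-targeting guides, the mean in place of the median over guides, leaving out each replicate in class medians, and gene medians set against percentiles of non-targeting medians. Alternatives chosen after the table had been seen were centring on all guides or on the non-essential control guides, an implied Day 0 number of at least 50 in both replicates, robust empirical Bayes, the median in place of the mean over the guides of a gene, and non-essential control guides as the reference class. Planned comparisons of junction guides with exon guides, and of guide positions around the junction, were not analysed here, as the table labels neither. The comparisons of junction categories and with the gene score were added after the table had been seen.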

Results

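The screen measured how the abundance of 46829 guide RNAs changed in A375 melanoma cells while Cas13d was induced. Its guides targeted exon-exon junctions, where a guide can separate transcript isoforms of a gene that differ in splicing. The table held 280974 log2 fold changes, from 3 days with 2 replicates each, for guides on 6735 junctions of 1250 genes and for a non-targeting set. Of the guides, 43874 targeted 6037 junctions of 837 genes that carried a GeCKO gene score, called scored genes here. The table typed 481 of them as essential (27805 guides) and 356 as not essential (16069 guides) under Cas13. A further 1992 guides targeted 698 junctions of 413 non-essential control genes, and 963 guides were non-targeting. A junction had at most 8 guides, and the median number of guides was 38 per scored gene and 6 per control gene. Read depth was not stated. The median implied number per guide fell from 119 at Day 7 to 67 at Day 21 in replicate 1. In replicate 2 it fell from 139 to 108. Such a number is a lower bound on the count plus any pseudocount, and not on the count alone. An implied number of 1, the lowest possible, was reached by 8 guides in replicate 1 and 88 in replicate 2 at Day 7. At Day 21, 1419 guides (3.03%) of replicate 1 and 1460 (3.12%) of replicate 2 had reached it, and depletion beyond it could not be measured.

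The first comparison asked whether guides against scored genes were lost relative to non-targeting guides. At Day 21 the median log2 fold change was −0.332 ± 0.040 (SD, n = 2) for scored guides and −0.018 ± 0.027 for non-targeting guides. The difference per replicate was −0.31 ± 0.013 (SD, n = 2), with −0.323 in replicate 1 and −0.304 in replicate 2, and so exceeded the spread between replicates. It was −0.23 ± 0.036 at Day 14. At Day 7 it was −0.056 ± 0.095, with 0.011 in replicate 1 and −0.124 in replicate 2, and did not exceed that spread. Taking the mean in place of the median over guides moved the Day 21 difference most, to −0.616. Non-essential control guides differed from non-targeting guides by −0.0037 ± 0.047 at Day 21, less than the spread between replicates; with the mean over guides this difference was −0.078, above that spread. No p-value is given for these differences, since they are paired within 2 replicates and an exact two-sided sign-flip test of 2 differences cannot go below 0.5.

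Within the scored genes, guides of genes typed essential had a Day 21 median of −0.503 ± 0.045 (SD, n = 2). Their difference to non-targeting guides was −0.48 ± 0.018. Guides of genes typed not essential had a median of −0.090 ± 0.033, and differed from non-targeting guides by −0.071 ± 0.0056. As the criterion behind the type was not stated, the difference between the types may not be independent of the values compared. The share of guides with a log2 fold change of −1 or lower at Day 21 was 37.9% ± 1.6 for genes typed essential, 23.5% ± 1.7 for genes typed not essential, 21.6% ± 1.9 for control genes and 16.8% ± 0.59 for non-targeting guides (SD, n = 2). Non-targeting guides also spread with time: the share at −1 or lower was 3.37% ± 1.4 at Day 7 and 10.5% ± 1.5 at Day 14.

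**Figure D1:**
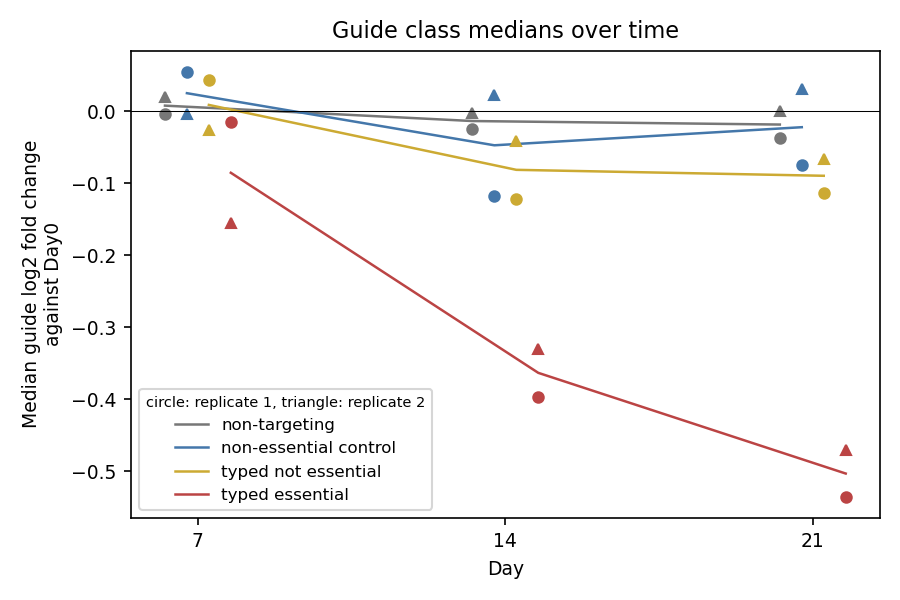
Median log2 fold change of guides against Day 0 (vertical axis, log2) at Day 7, 14 and 21 (horizontal axis) for 4 guide classes; circles are replicate 1, triangles replicate 2, lines the mean of both. Guides of genes typed essential fell to −0.503 at Day 21, while non-targeting guides ended at −0.018 and non-essential control guides at −0.022.

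Single guides were then tested. With limma fitted to each day alone, 988 guides differed from Day 0 at Day 7 (985 lower, 3 higher), 3732 at Day 14 (3726 lower, 6 higher) and 5286 at Day 21 (5184 lower, 102 higher). At Day 21, 16.0% of guides against genes typed essential were called lower (4446 of 27805). The share was 4.19% for genes typed not essential (674 of 16069), 2.71% for control genes (54 of 1992) and 1.04% for non-targeting guides (10 of 963). In simulated data of the same size with 200 changed guides, 17.9% of the calls were false. That share depends on how many guides change, so it is not an estimate for the real calls. The planned fit, in which all days shared an estimate of the spread, called 0 guides at Day 7 (1133 at an unadjusted p under 0.05), 2578 at Day 14 and 5748 at Day 21. With the replicate number as a block, it called 91 guides at Day 7, 5295 at Day 14 and 10955 at Day 21 (9040 lower, 1915 higher), which was the alternative that moved the Day 21 count most. Values of the same replicate did deviate together: across guides, the deviations from the day means correlated at 0.484 between Day 7 and Day 14, 0.411 between Day 7 and Day 21 and 0.647 between Day 14 and Day 21. All values of a replicate share its Day 0 library.

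At gene level, 262 of 1223 genes differed from Day 0 at Day 21, 254 lower and 8 higher (limma, Benjamini-Hochberg adjusted p under 0.05). The lower genes comprised 211 of 479 genes typed essential (44.1%), 23 of 350 typed not essential (6.57%) and 20 of 394 control genes (5.08%). Among the 829 scored genes tested, 234 (28.2%) were called lower, 622 (75.0%) had a negative mean in both replicates, and 173 were below −1 in both. A negative mean in both replicates was found for 128 control genes (32.5%); 25% would have it if signs were random and independent between replicates. The count was 279 at Day 14 (270 lower, 9 higher), and 237 genes were lower at both Day 14 and Day 21. The Day 14 count also depended on the alternative. It was 89 with the median of the guides of a gene and 174 after centring on all guides. The planned fit of all days together gave 410 at Day 14 and the replicate block 495. At Day 7 the count was 49, and it was 0 in the planned fit of all days together (110 at an unadjusted p under 0.05) and 42 with the replicate block. With Day 7 fitted alone, it was also 0 after centring on the control guides (191 unadjusted) and with an implied Day 0 number of at least 50 (166 unadjusted), 1 after centring on all guides and 7 with robust empirical Bayes. It was 37 after centring on the non-targeting guides and 56 with the median of the guides of a gene. For Day 21 the planned fit called 513 genes (477 lower, 36 higher), and with the replicate block it called 625 (556 lower, 69 higher). The pairing check is the one given for guides, with deviations correlating at 0.647 between Day 14 and Day 21. All 254 genes lower at Day 21 were also lower with the block, and 253 of them in the planned fit. The replicate block gave the highest count of the alternatives run. The lowest came with the median of the guides of a gene in place of their mean, with 25 genes, all of them lower and among the 254.

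Replicates were compared across guides and across genes, which are not independent replicates. The correlation of guide fold changes between replicates was 0.379 at Day 7, 0.584 at Day 14 and 0.540 at Day 21 (Pearson's r). Spearman's rho at Day 21 was 0.346. Gene means at Day 21 had an r of 0.824 over all 1223 genes and 0.909 over the 829 scored genes. For the 963 non-targeting guides r was 0.034, and for the 1992 control guides 0.234.

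**Figure D2:**
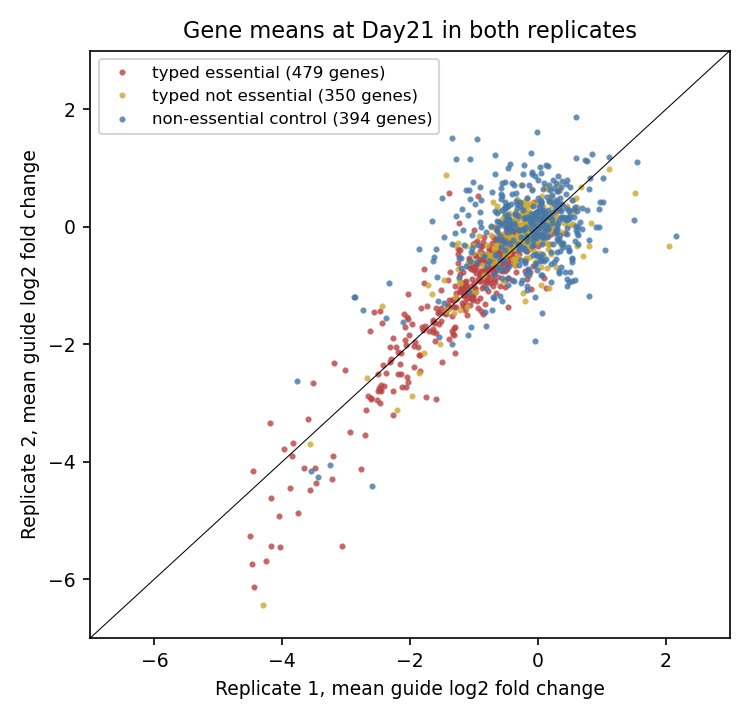
Mean guide log2 fold change per gene at Day 21 in replicate 1 (horizontal axis, log2) against replicate 2 (vertical axis, log2), with a point per gene and colours for the 3 gene types; the line marks equal values. Over all 1223 genes Pearson's r was 0.824, and 173 scored genes were below −1 in both replicates.

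The genes named here are 4 of the 5 lowest and the 3 highest at Day 21 under the rule set in advance. Their moderated SEs and adjusted p-values come from limma. RPL27A, which encodes a large ribosomal subunit protein, had the lowest mean, at −5.37 ± 1.51 (SD, n = 2; SE 0.59, adjusted p 0.0175). Its 8 guides all targeted a single partial_unique junction on the plus strand of chromosome 11, from 8684892 to 8685677. The table typed this gene as not essential. RPL7 had a mean of −5.11 (SE 0.37, adjusted p 0.0107) over 16 guides on 2 common junctions of chromosome 8 between 73291252 and 73292238. RPLP2 had a mean of −4.97 (SE 0.42, adjusted p 0.0126) over 7 guides on the chromosome 11 junction from 811645 to 812534. SF3B1, a splicing factor gene, had a mean of −4.89 ± 0.55 (SD, n = 2; SE 0.25, adjusted p 0.0107) over 20 guides on 3 common junctions of chromosome 2 between 197420542 and 197434971. In each of these 4 genes every guide was below 0 in both replicates. The genome build of these coordinates was not stated. These genes were also low at Day 7, where SF3B1 had a mean of −2.47 and RPL27A of −2.19. Centring every library on the median of all guides put RPL27A and RPLP2 outside the threshold, with adjusted p-values of 0.0647 and 0.0511, while their means stayed at or below −4.67.

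Of the genes called higher at Day 21, 7 were control genes (of 394 tested) and 1 was a scored gene (of 829). Control genes have fewer guides, a median of 6 against 38, so their means are noisier. The highest gene mean among called genes was that of NSD1, a non-essential control, at 1.33 ± 0.32 (SD, n = 2; SE 0.19, adjusted p 0.0250). It was measured by 6 guides on 2 junctions of chromosome 5 between 177283928 and 177293831, of which 5 guides were above 0 in both replicates. MAD2L1, a spindle checkpoint gene typed not essential, had a mean of 1.05 ± 0.094 (SD, n = 2; SE 0.15, adjusted p 0.0245) over 15 guides on 2 single_unique junctions of chromosome 4 between 120060290 and 120066661. Of these guides, 11 were above 0 in both replicates. SPTAN1, a non-essential control gene on chromosome 9, had a mean of 0.93 (SE 0.18, adjusted p 0.0474) over 6 guides on 2 junctions between 128632718 and 128633208. Its adjusted p was 0.0638 after centring on the non-targeting guides and 0.0519 with robust empirical Bayes. Centring on all guides put all 3 genes outside the threshold, with adjusted p-values of 0.0550 for NSD1, 0.0511 for MAD2L1 and 0.0590 for SPTAN1. All 7 named genes left the threshold when the median of the guides of a gene was tested, and none changed direction under any alternative run.

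The lowest eligible guide of RPL27A was guide number 3 of its junction, with a log2 fold change of −6.53 ± 1.68 (SD, n = 2; limma adjusted p 5.24e-07). Its implied number went from 127 to 3 in replicate 1 and from 192 to 1 in replicate 2. The lowest RPL7 guide, number 6 of the junction from 73291252 to 73291551, had a log2 fold change of −6.88 ± 0.22 (SD, n = 2; limma adjusted p 2.14e-07), from an implied 111 and 120 at Day 0 to 1 in both replicates. Where the implied number was 1, the fold change was the lowest that the Day 0 number allowed, so these values are upper limits on the abundance that remained.

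**Figure D3:**
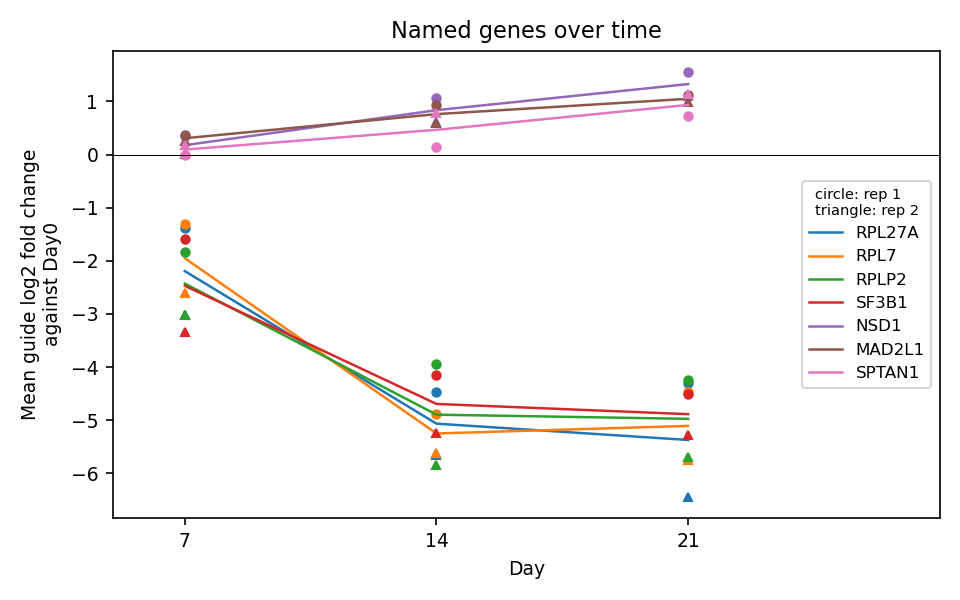
Mean guide log2 fold change against Day 0 (vertical axis, log2) of the 7 named genes at Day 7, 14 and 21 (horizontal axis); circles are replicate 1, triangles replicate 2, lines the mean of both. RPL27A went from −2.19 at Day 7 to −5.37 at Day 21, and NSD1 from 0.18 to 1.33.

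The design of the library, with junctions listed as common or as unique to part of the isoforms, raises the question whether guides differ by junction category within a gene. Only genes typed not essential had guides in more than a single category that could be compared, so the comparison covers these genes alone. At Day 21 common junctions had a higher mean than fully_unique junctions of the same gene by 0.18 (SE 0.065 over 66 genes), with 0.174 in replicate 1 and 0.179 in replicate 2. The difference was above 0 in 41 of the 66 genes (two-sided sign-flip permutation p 0.00447, adjusted over 3 comparisons 0.0067). Common junctions were higher than partial_unique junctions by 0.19 (SE 0.060), with 0.151 and 0.235 in the replicates, in 54 of 84 genes (permutation p 0.00151, adjusted 0.00453). Partial_unique minus fully_unique junctions gave −0.34 (SE 0.154), with −0.257 and −0.414, and were lower in 27 of 46 genes (permutation p 0.0279, adjusted 0.0279). Genes are not replicates of the screen, so these p-values describe the genes in the library. With medians in place of means per gene, none of the 3 differences passed 0.05, and common minus fully_unique fell to 0.102 (permutation p 0.104). If the type was set from common junctions, genes typed not essential would have been picked for high values there.

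The last comparison set the gene means at Day 21 against the GeCKO gene score, which ran from −2.03 to −0.849. Across the 829 scored genes, Pearson's r was 0.197 (permutation p 1e-05, the smallest that 100000 resamples can give, adjusted over 3 relations 1.5e-05). Spearman's rho was 0.151 (permutation p 3e-05, adjusted 9e-05). Without the 2 genes farthest from the median score, r was 0.189. Within genes typed essential (479 genes), r was 0.211 (permutation p 1e-05, adjusted 1.5e-05) and rho 0.158 (permutation p 0.00053, adjusted 0.000795). Within genes typed not essential (350 genes), r was 0.129 (permutation p 0.0158, adjusted 0.0158) and rho 0.0898 (permutation p 0.0932, adjusted 0.0932). These are correlations across genes, which are not independent replicates. The r over all scored genes was 0.188 in replicate 1 alone, the alternative that moved it most, and 0.196 in replicate 2 alone.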

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

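The tests in this part were chosen after the result had been seen.

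Gene means differed between Day 21 and Day 7 for 302 of the 1223 genes tested, 287 lower and 15 higher at Day 21. The difference itself was tested, with limma on the Day 21 minus Day 7 values of each replicate and a Benjamini-Hochberg adjusted p under 0.05. If library centring had produced it, most genes should leave the threshold once every library is centred on its non-targeting guides, and 272 genes passed after that step. That step moved no library by more than 0.038 at Day 7 or Day 21, so it cannot decide the point. Centring on all guides, which adds 0.33 and 0.28 at Day 21, left 120 genes and centring on the control guides 193. The median of the guides of a gene in place of their mean left 46, the lowest count of the alternatives run. The planned fit of all days together gave 248 genes and the replicate block 379, the highest count. The number of genes therefore depends on the reference, on the gene summary and on the fit. How many of the 302 rest on centring cannot be told. A different constant in each library would cancel in the difference between scored and non-targeting guides of the same library. That difference changed from Day 7 to Day 21 by −0.334 in replicate 1 and −0.1809 in replicate 2 (SD 0.11), so such a constant is not the whole of it. If all guides had simply spread further with time, control genes should pass as often as scored genes. Control genes passed in 51 of 394 cases (12.9%) and scored genes in 251 of 829 (30.3%), with a two-sided Fisher's exact p of 1.06e-11. Control genes have fewer guides, a median of 6 against 38, so their means are noisier and the 2 shares are not measured with equal power. Continued loss of cells carrying guides against scored genes between Day 7 and Day 21 is a hypothesis for the part that centring does not account for. Day 0 cancels in this difference, and no test here bears on other changes during culture.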

How the results depend on the processing

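Among results with a test, none changed direction under the alternatives run. The class differences, which have no test, did so in some cases when a replicate was left out: without replicate 1, control minus non-targeting guides became −0.024 at Day 7, 0.026 at Day 14 and 0.029 at Day 21, and scored minus non-targeting guides at Day 7 changed sign without replicate 2. The difference between the medians of scored and non-targeting guides became −0.499 at Day 14 and −0.616 at Day 21 with the mean over guides. It became −0.342 at Day 21 with an implied Day 0 number of at least 50. Leaving out either replicate gave −0.323 to −0.304 at Day 21, −0.258 to −0.207 at Day 14 and −0.124 to 0.011 at Day 7, so the Day 7 sign rested on replicate 2. The cause of the shift with the mean was not tested.

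The within-gene category differences kept their direction but left the threshold with medians per gene: 0.102 for common minus fully_unique (permutation p 0.104), 0.109 for common minus partial_unique (permutation p 0.0586) and −0.228 for partial_unique minus fully_unique (permutation p 0.164). The cause was not tested. All 3 stayed within the threshold with an implied Day 0 number of at least 50.

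For calls, the choice of fit mattered more than centring at guide level. The planned fit of all days together called 0 guides at Day 7 (1133 at an unadjusted p under 0.05), and 513 genes at Day 21. The replicate block called 91 guides at Day 7, 10955 guides at Day 21 and 625 genes at Day 21, with 17.5% of those Day 21 guide calls higher against 1.93% without it. On simulated data with 200 changed items, 96.3% of the guide calls with the block were false (5086 guides) and 32.6% of the gene calls, against 17.9% and 8.33% with each day alone. These shares depend on how many items change, so they are not estimates for the real calls. Of the 963 real non-targeting guides, the block called 83 at Day 21, against 10 with each day alone. Many of the calls the block added may therefore be false. Guide calls at Day 21 ranged from 4612 to 5286 over the 3 centrings and the values as deposited.

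Gene calls at Day 21 moved more: 63 after centring on all guides (62 of the 254 lower genes), 200 on the non-targeting guides (195 of them), 290 on the control guides, 25 with the median of the guides of a gene, and 474 with percentiles of non-targeting medians, under which 57 of 394 control genes passed. Centring on all guides adds 0.33 to replicate 1 and 0.28 to replicate 2 at Day 21. This would take part of a loss of scored guides as a library effect. Whether it explains the count of 63 was not tested. The higher genes fell from 8 to 1 although the shift raises their means. Lower and higher genes were adjusted together, so fewer lower genes also raise the adjusted p of higher ones. That fall therefore cannot decide the point. At an unadjusted limma p under 0.05, 393 genes passed after centring on all guides and 303 with medians. With the values as deposited, 460 passed. The cause of the low count with medians was not tested. Among the other results, 17 moved, 14 named-gene calls became weaker and 92 stayed within the limits set.

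Leaving out a replicate gives no gene or guide calls, as 1 value per day remains. The alternatives listed in advance that need read counts were not run: other size factors, library totals, a count-based Wald test, mean count filters, pseudocounts, and averaged Day 0 libraries. The same holds for the planned comparisons of junction with exon guides, of guide positions, and within essential genes. Depth limits the lowest fold changes, since 1419 and 1460 guides sat at the lowest possible ratio at Day 21.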

Other observations

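In this part, the tests of counting error, of repeating effects and of separate library noise in the non-targeting guides, of chance in the guide number profile, of junction order between gene types, and of the floor at Day 7 were chosen after the result had been seen.

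Non-targeting guides spread widely. Their SD rose from 0.457 and 0.548 at Day 7 (replicates 1 and 2) to 1.12 and 1.15 at Day 21. Counting error computed from the implied numbers accounted for 5.43% and 3.49% of the Day 21 variance. The ratio of a robust SD of these guides to the median counting SD was 4.471 in the replicate with the lower ratio, against about 1 if counting were the cause. Apart from any pseudocount the implied numbers are lower bounds, and higher read counts would only raise this ratio. A pseudocount within them would work the other way, and its size was not stated. Guide-specific effects would repeat, and r between replicates was 0.03404 (permutation p 0.290). Noise added separately in each library would let Day 14 and Day 21 share only the Day 0 noise, with r at most 0.253 in replicate 1 and 0.279 in replicate 2; r was 0.7297 and 0.766. The spread was therefore carried along within a replicate and not between replicates. Stable growth differences between the cells carrying each guide would make successive changes correlate. Corrected for counting noise, that correlation was 0.082 in replicate 1 (95% bootstrap interval 0.0038 to 0.166) and −0.105 in replicate 2 (−0.224 to 0.0067), so they cannot be ruled in or out. Random drift from a limited number of cells per guide is a hypothesis that may account for the rest, and cell numbers were not used here to test it.

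Guides against non-essential control genes did repeat, with r 0.234 (permutation p 0.0001, the smallest that 10000 permutations can give) against 0.034 for non-targeting guides at Day 21. Dropping guides at the lowest possible ratio left 1968 guides and an r of 0.171. A part of the correlation may come from this floor, and these guides were picked by their Day 21 values, which can itself lower r. The floor was not the whole of it. An effect of the gene itself would be shared by its guides. The covariance between replicates of different guides of a control gene was 0.436 of that of the same guide (95% bootstrap interval 0.27 to 0.61), an interval that excludes both 0, for effects of single guides alone, and 1, for an effect of the gene alone. For scored genes it was 0.246 (0.18 to 0.32). A part shared by the guides of a gene and a part of single guides may therefore both contribute. CEP170, picked after its values had been seen, had a mean of −3.85 over 6 guides at Day 21 (−3.43 and −4.26 in the replicates; limma adjusted p 0.0107) although listed as a non-essential control. No biological explanation was tested.

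RPL27A, typed not essential, had the lowest mean of all named genes, and among the 30 lowest genes with at least 5 guides there were 2 of this type. The other was NUTF2, picked after its values had been seen, at −3.63 over 16 guides. Both had guides on partial_unique junctions only. A candidate explanation is that the type was taken from common and single_unique junctions alone. Of the 97 tested genes typed not essential with no such guide, 19 were called lower (19.6%), against 4 of 253 with such guides (1.58%), with a two-sided Fisher's exact p of 2.057e-08. The 23 called genes had a median of 35 guides against 32 for the other 327 (permutation p 0.7469). This covers all called genes of the type and not the lowest ones alone, of which RPL27A had 8 guides, so few guides per gene remain a possible explanation for the lowest means. The result is consistent with a labelling rule that leaves such genes untested, and the rule itself was not stated. The same labelling would lower the partial_unique and fully_unique values relative to common junctions of genes typed not essential in the report.

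Guides of the same junction differed repeatably. Their deviations from the junction mean correlated between replicates at 0.3988 over 4431 junctions with 8 guides (95% bootstrap interval 0.385 to 0.412), against 0.034 for non-targeting guides, so noise that does not repeat is not the whole of it. In 648 genes with 34328 guides, 51.3% of the covariance between replicates lay between guides of the same junction, 26.4% between junctions of a gene and 22.2% between genes. Differences in how well single guides work may explain this, and guide sequences were not used here to test it.

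Guide numbers within a junction were not interchangeable. In these 4431 junctions, numbers 4 and 5 had the lowest mean deviations (−0.087 and −0.068, SE 0.018 and 0.019) and numbers 7 and 2 the highest (0.051 and 0.048), with the same sign in both replicates. The profile came mainly from genes typed essential (2804 junctions), where numbers 4 and 5 were at −0.121 and −0.091. In genes typed not essential (1627 junctions) both were at −0.029, number 6 was highest at 0.035, and number 2 was at 0.0030 with opposite signs in the replicates. Permuting the numbers within junctions never gave a profile as uneven over all these junctions (p 0.0001, the smallest that 10000 permutations can give). Adjusting for Day 0 abundance left 0.9752 of the range. Control guides carried only numbers from 3 to 5, so comparisons of scored with control guides are not matched for guide number. What the numbers stand for was not stated. A candidate explanation is that they order guides along the junction, with middle positions more effective, and it was not tested. These deviations are small beside the Day 21 SD of 1.12 and 1.15 of non-targeting guides.

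Junction order along the gene showed no relation to the fold change over all genes tested. The mean Spearman's rho over 519 genes with at least 4 junctions was −0.004993 (two-sided sign-flip permutation p 0.782), positive in 254 genes and negative in 255. The types had opposite signs: 0.030 over 318 genes typed essential (173 positive; permutation p 0.183, adjusted over 3 comparisons 0.274) and −0.060 over 201 genes typed not essential (81 positive; permutation p 0.0415, adjusted 0.124). Neither passed the correction. The difference between the types was 0.090 (permutation p 0.014), a pattern tested after it had been seen. Junction categories also differ between the types, and no explanation was tested.

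The replicates differed in the 80 genes with at least 5 guides and a Day 21 mean of −2 or lower. At Day 21, replicate 2 was lower by a mean of −0.292 over 2883 guides. Among guides above the lowest possible ratio in both replicates the difference was −0.03899, but these guides were picked by their Day 21 values, which shrinks the difference whether or not the floor produced it. At Day 14 the difference was −0.444, with 66 of the 80 genes lower in replicate 2, and −0.024 among guides picked in that way. The Day 14 and Day 21 differences therefore cannot be told apart from an effect of the floor. At Day 7 the difference was −0.624, with 76 of the 80 genes lower in replicate 2, and −0.5529 above the floor, so the floor does not account for most of that one. A faster start in replicate 2 is a hypothesis. Its cause, technical or biological, was not tested.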
